A study of Mus musculus with 3 samples.

How the data were processed

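The data were gene-level sequencing counts from 3 libraries of cultured mouse heart muscle cells. The cells came from animals on postnatal day 1 and had been exposed for 30 min to corticosterone, the main glucocorticoid hormone of rodents, at 1e-06 M. Per the labels, cardiomyocytes were enriched with magnetic beads, plated on gelatine in medium with 5% horse serum and 10% fetal bovine serum, kept for 48 h, and then held in medium without serum for 24 h before the hormone. The labels describe the 3 libraries as biological replicates of a single group with a control genotype, and all 3 were put in that group on the basis of those labels. No untreated or vehicle-treated library was analysed here, so no effect of corticosterone was estimated and no value in the report is a response to the hormone.

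Per the labels' extract protocol, each library was made from 100 ng of total RNA with the QuantSeq 3′ FWD kit, in which each sequenced fragment starts close to the polyadenylated end of a transcript. Counts from such libraries do not scale with transcript length, so no length correction was made. They depend instead on whether the 3′ end of a gene is annotated and distinct from other sequence. The deposited values were raw counts per Ensembl gene, 1 library per table, and this unit was taken from the values themselves, which are whole numbers with a different total in each library. The labels and files state no aligner, counting program, genome build, annotation release, treatment of reads that map to several places, use of strand or removal of PCR duplicates. The tables held no molecular identifiers. Without them, amplified copies of 1 molecule add to the counts as if they were separate molecules, so the intervals and detection limits given here cover counting error only.

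The tables held 52550 mouse gene identifiers, of which 52403 were given a symbol from a table of Ensembl names. The other 147 carried 0.00680% ± 0.00053 of the gene counts (SD, n = 3). A further 99 entries were synthetic spike-in RNAs (92 from the External RNA Controls Consortium, ERCC, and 7 spike-in RNA variants, SIRV). The amounts added were not stated in the labels. Spike-in counts were left out of library sizes and of all gene-level results. They made up 2.03% ± 0.12 of all counts (SD, n = 3). Total gene counts were 22756780, 18732226 and 21059991 in replicates 1, 2 and 3. A floor of 3 counts was used, the upper limit that a count of 0 allows. It equals 0.132, 0.160 and 0.142 CPM of the total gene counts of these libraries, before the scaling described next. CPM is the usual depth-scaled count.

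Library sizes were scaled with the trimmed mean of M-values (TMM) in edgeR 4.0.16 under R 4.3.3, and levels were expressed as CPM of the scaled library size. The TMM factors were 0.991, 0.995 and 1.01. Correlations between libraries were computed across genes on log2(CPM + 1) for genes with a mean of at least 1 CPM. Genes are not independent replicates, so these correlations carry no p-value. The biological coefficient of variation (BCV) was the square root of the edgeR negative binomial dispersion from a model with an intercept only. With 1 group, the quasi-likelihood test between groups had nothing to compare. Variation beyond counting noise was tested gene by gene with a Pearson chi-square test of the 3 counts against the TMM library sizes (2 degrees of freedom), for genes with a mean of at least 10 counts, with Benjamini-Hochberg adjustment and a threshold of 0.05. This test compares the libraries with sampling noise and does not compare conditions. The index of dispersion was the chi-square value divided by its degrees of freedom. For spike-in RNAs the same test used the total spike-in count of each library as its size.

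A set of 18 gene lists with 251 genes and a set of 12 gene pairs were written before the data were examined. The lists covered cardiomyocyte, fibroblast, endothelial, mural, leukocyte, erythroid, epicardial and glial or neuronal genes, steroid receptor machinery, glucocorticoid-responsive genes, immediate early genes, cell cycle genes, D-type cyclins, inhibitors of cyclin-dependent kinases, glycolysis, fatty acid oxidation, mitochondrially encoded genes and sex-linked genes. They came from general knowledge of the field and not from these libraries. Only 2 genes, Fkbp5 and Cdkn1a, were members of more than 1 list. Many members of the other cell type lists can also be transcribed in neonatal cardiomyocytes, so a summed level is not a cell fraction. For each list the CPM of its members were summed per library. The spread of a list between libraries was the median over its members, at a mean of at least 1 CPM, of the SD of log2(CPM + 1). It was placed among 10000 random lists of the same size whose members were drawn from neighbours in mean level. Ratios of paired genes were taken within a library, so that they need no scaling between libraries. They were tested with an exact two-sided sign-flip permutation test over the 3 libraries, whose smallest possible p is 0.25, and with an exact two-sided binomial test within each library, adjusted over all pairs and libraries.

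The rule for naming genes was also set before the data were examined. It covered the 10 genes with the highest mean CPM, the 3 highest genes of each list, all members of the steroid receptor machinery, glucocorticoid-responsive, cyclin, kinase inhibitor and sex-linked lists, both genes of each pair, and the 10 genes with the largest SD of log2(CPM + 1) among those with a mean of at least 10 CPM and an adjusted p under 0.05 in the chi-square test. Genes outside the rule are identified where they appear as chosen after their values were seen. Some genes that the rule covers are not reported here.

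Positions and sequences came from GENCODE release M21 on the mouse build GRCm38. It is not known to be the annotation behind the deposited counts, and the positions serve only to describe the genes. To find genes whose reads could be split with another gene, the last 300 bases of each annotated transcript of the listed genes were cut into 50-base stretches. The percentage of stretches found exactly in a transcript of another gene was recorded, on both strands and on the sense strand alone. Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 were used.

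The alternatives were size factors from DESeq2 1.42.0 or total counts in place of TMM, other filters on low genes (none, a mean of 10 CPM, a mean of 50 counts), a pseudocount of 0.1, thinning all libraries to the depth of the shallowest, library sizes without mitochondrially encoded genes, lists without their most abundant member, 0.5 added to each count of a pair, and leaving out each replicate in turn. Scaling by spike-in counts, library sizes without Gm42418, and a chi-square test whose variance was raised to the median found among genes of similar count were added after the data had been seen.

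The procedures were tested on simulated data. Negative binomial counts drawn with a BCV of 0.05, 0.1 and 0.2 gave estimates of 0.0505, 0.100 and 0.199. With Poisson counts for 14304 genes, the chi-square test called 0 genes when none was changed. When 200 genes were doubled in 1 library it called 169 of them (84.5%) and 4 unchanged genes. Of 200 random lists of 30 genes, 10 lay above the 95th percentile of spread, and a list with its spread doubled lay at 99.98. The genes of these lists had independent Poisson counts and equal library sizes, so lists whose members vary together were not covered.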

Results

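Transcripts were counted in 3 libraries from neonatal mouse cardiomyocytes that had been cultured and exposed for 30 min to 1e-06 M corticosterone, with the stated purpose of examining short-term glucocorticoid effects on gene expression. The libraries formed a single group of 3 biological replicates. In the absence of an untreated group among the libraries analysed here, the results describe transcript levels after the hormone, their reproducibility and the ratios between genes within a library. The deposited raw counts summed to 22756780, 18732226 and 21059991 over genes in replicates 1, 2 and 3. Levels are given as CPM with TMM-scaled library sizes, as mean ± SD over the 3 libraries (n = 3) unless stated otherwise.

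At least 1 count was recorded for 19210, 18909 and 18703 genes in replicates 1, 2 and 3 (mean 18940.7 ± 255). The number with at least 10 counts was 14540, 14244 and 14435. Thinning every library to the depth of the shallowest gave between 18579 and 18981 genes with a count, a difference smaller than that between a minimum of 1 and of 10 counts. Over the 3 libraries, 21848 genes had a count in at least 1 library and 16377 had a count in each. A mean of at least 1 CPM was reached by 12915 genes.

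The 10 most abundant genes took 16.6% ± 0.904 of the gene counts. Gm42418, annotated as a long intergenic non-coding RNA on chromosome 17 (39846958 to 39848788, plus strand, GRCm38), held 7.77% ± 0.903, with 8.11%, 8.46% and 6.75% in replicates 1, 2 and 3. It overlaps an annotated ribosomal RNA gene on the opposite strand. The next genes in order of level were mt-Rnr2 at 17327 ± 783 CPM, Nppa at 12870.3 ± 670 CPM, Actb at 12726 ± 781 CPM and Tpm1 at 9512 ± 268 CPM. They were followed by Myl3 (8255 ± 526 CPM), Ankrd1 (8139.5 ± 458 CPM), Tnnt2 (8126 ± 48.1 CPM), Actc1 (5888 ± 143 CPM) and mt-Cytb (5646 ± 339 CPM). Nppa lies on chromosome 4 (148000722 to 148002079, plus strand, GRCm38), where an antisense gene covers 73.7% of its 3′ end. The antisense gene, Gm13054, had 5, 5 and 1 counts in replicates 1, 2 and 3.

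Pearson correlations of log2(CPM + 1) across 12915 genes were 0.991 between replicates 1 and 2, 0.990 between replicates 1 and 3, and 0.989 between replicates 2 and 3. The Spearman coefficients were 0.991, 0.991 and 0.990. Lowering the pseudocount to 0.1 moved the lowest of the 3 Pearson coefficients most, from 0.989 to 0.984. The number of genes differing by more than 2-fold was 82 for replicates 1 and 2, 82 for replicates 1 and 3, and 111 for replicates 2 and 3. Each pair of libraries differed by more than sampling noise, with 4132, 4777 and 4698 genes past an adjusted p of 0.05 in pairwise chi-square tests. No pair thus agreed within sampling noise as 1 library deposited under 2 names would. Spike-in RNAs varied beyond that noise too, so the test does not show that the cultures were separate, which rests on the labels alone. The common BCV was 0.111, with trended values between 0.0491 and 0.316 over the range of gene abundance. The filter on low genes moved it most, to 0.0806 over the 8478 genes with a mean of at least 10 CPM.

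Of 14304 genes with a mean of at least 10 counts, 7505 (52.5%) varied between the 3 libraries beyond counting noise (chi-square test with Benjamini-Hochberg adjustment). The count depended on the assumed noise. Leaving out replicate 3 gave 4132 genes, leaving out replicate 1 gave 4708 and leaving out replicate 2 gave 4777. With the variance raised to the median found among genes of similar count, an alternative chosen after the data were seen, 29 genes passed. The median index of dispersion of the 10771 genes with 10 to 1000 counts was 3.48, against 0.693 under Poisson sampling. It was 5.24 for 41 spike-in RNAs in the same range of counts, and 43 of the 61 tested spike-in RNAs varied beyond counting noise. For the 272 genes with over 10000 counts, the median coefficient of variation left after counting noise was 3.73%, and it was 2.74% for 11 spike-in RNAs of that abundance. Spike-in RNAs, which enter a library independently of the cells, thus carried variation between libraries of the same order as the genes in those ranges. Between them the comparison went both ways. At 1000 to 3162 counts the median index was 1.75 for 5 spike-in RNAs against 4.74 for genes. At 3162 to 10000 counts it was 18.7 for 4 spike-in RNAs against 8.48 for genes.

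**Figure D1:**
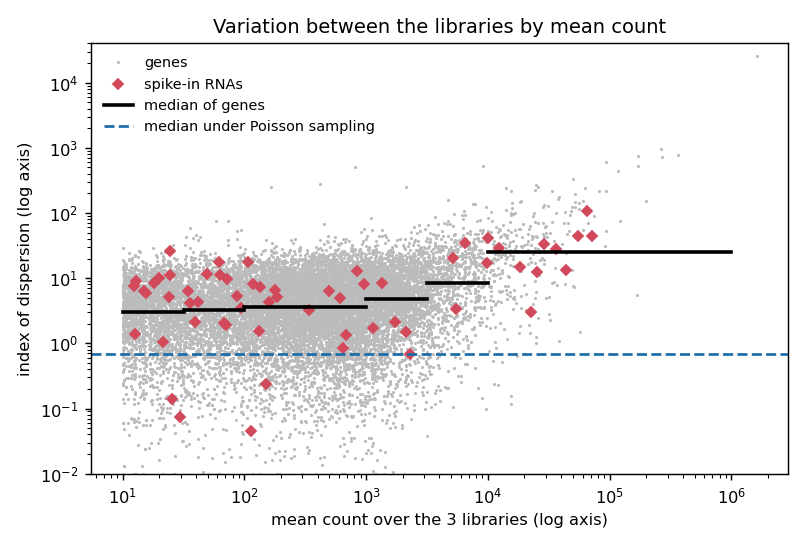
Index of dispersion of each gene (grey points) and spike-in RNA (red diamonds) with a mean of at least 10 counts, against the mean count over the 3 libraries, both on log axes. Black bars give the median of genes in each range of counts, which rises from 3.06 at the lowest counts to 25.6 at over 10000 counts, and the dashed line gives the Poisson median of 0.693.

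The 10 genes with the largest SD between libraries, under the rule set in advance, included S100a9, S100a8, Snord13, Lyz2, Aph1b, Crtc2, Abca7 and Nppb. S100a8 was at 18.3, 76.9 and 27.4 CPM in replicates 1, 2 and 3 (412, 1433 and 585 counts; adjusted chi-square p 4.48e-217). S100a9 was at 9.22, 40.0 and 13.6 CPM (208, 746 and 291 counts; adjusted p 4.19e-117). Both genes lie on chromosome 3 (90668978 to 90670035, plus strand, and 90692632 to 90695721, minus strand, GRCm38), and neither 3′ end shared a 50-base stretch with another transcript. Nppb was highest in replicate 1, with 141, 81.3 and 80.9 CPM (adjusted p 3.88e-107). Of these 10 genes, S100a8, S100a9, Snord13 and Nppb also passed the test with raised variance, with adjusted chi-square p of 1.26e-36, 1.44e-18, 0.00101 and 1.63e-11.

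The glucocorticoid receptor gene Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421, minus strand, GRCm38) was at 73.5 ± 4.54 CPM. The mineralocorticoid receptor gene Nr3c2 (ENSMUSG00000031618, chromosome 8, 76899442 to 77245012, plus strand) had 8, 8 and 9 counts, or 0.402 ± 0.0409 CPM. The log2 ratio of Nr3c1 to Nr3c2 was 7.52 ± 0.24, a 183-fold difference with the same direction in 3 of 3 libraries. The exact two-sided sign-flip test gave p 0.25, the smallest value that 3 libraries allow. Adding 0.5 to each count gave 7.43, a change smaller than the SD between replicates. Because the libraries sample the annotated 3′ end only, the ratio also depends on how completely each gene's 3′ end is annotated. The progesterone receptor gene Pgr was at 0.228 ± 0.2 CPM.

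Hsd11b1, whose enzyme regenerates active corticosterone inside cells, was at 3.64 ± 0.44 CPM with 93, 61 and 75 counts. H6pd, whose enzyme supplies its cofactor, was at 49.97 ± 1.06 CPM. Hsd11b2, whose enzyme inactivates corticosterone, had 0 counts in each library. With TMM-scaled library sizes this allows at most 0.133, 0.161 and 0.1405 CPM in replicates 1, 2 and 3. Hsd11b1 was at least 20.3-fold higher than that limit. Among the chaperones of steroid receptors, Hsp90ab1 was at 2740.3 ± 14.3 CPM, Hspa8 at 374 ± 22.2 CPM, Hsp90aa1 at 306 ± 11.04 CPM, Stip1 at 197 ± 15.8 CPM, Fkbp4 at 157 ± 1.85 CPM and Ptges3 at 125 ± 5.13 CPM. The levels of Hspa8 and Hsp90aa1 are uncertain, since 73.9% and 54.5% of their 3′ ends were found in other transcripts. Fkbp4 exceeded Fkbp5 by 2.72 ± 0.09 on the log2 scale in 3 of 3 libraries. The 14 genes of the steroid receptor machinery summed to 4053.6 ± 35.2 CPM, and to 1313 CPM without Hsp90ab1.

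Of the 30 genes listed in advance as glucocorticoid-responsive, 29 had a mean of at least 1 CPM, and the list summed to 2379.7 ± 46.3 CPM. The highest were Tsc22d1 (299.8 ± 12.02 CPM), Nfkbia (298 ± 3.22 CPM) and Mt1 (217 ± 10.8 CPM). Per1 (ENSMUSG00000020893, chromosome 11, 69095217 to 69109960, plus strand, GRCm38) was at 66.1 ± 2.15 CPM, Tsc22d3 at 64.6 ± 0.47 CPM, Klf9 at 158 ± 11.7 CPM, Dusp1 at 68.5 ± 6.08 CPM, Sgk1 at 99.2 ± 4.12 CPM and Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527, minus strand) at 23.8 ± 1.75 CPM. Lower levels were found for Klf15 (5.23 ± 0.952 CPM), Pdk4 (9.25 ± 2.47 CPM), Lcn2 (6.02 ± 2.16 CPM) and Zbtb16 (1.47 ± 0.726 CPM), and Fam107a was at 0.104 ± 0.142 CPM. The level of Glul (164 ± 8.62 CPM) is uncertain because 16.1% of its 3′ end was found in other transcripts. The median percentile rank of the 29 genes among genes with at least 1 CPM was 64.8 ± 1.82, with 20 genes at or above the 50th percentile and 9 below it. The median was 78.8 for all 30 listed genes, Fam107a included, when all genes with a count were ranked. Per1 exceeded Per2 by 2.69 ± 0.25 on the log2 scale in 3 of 3 libraries.

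**Figure D2:**
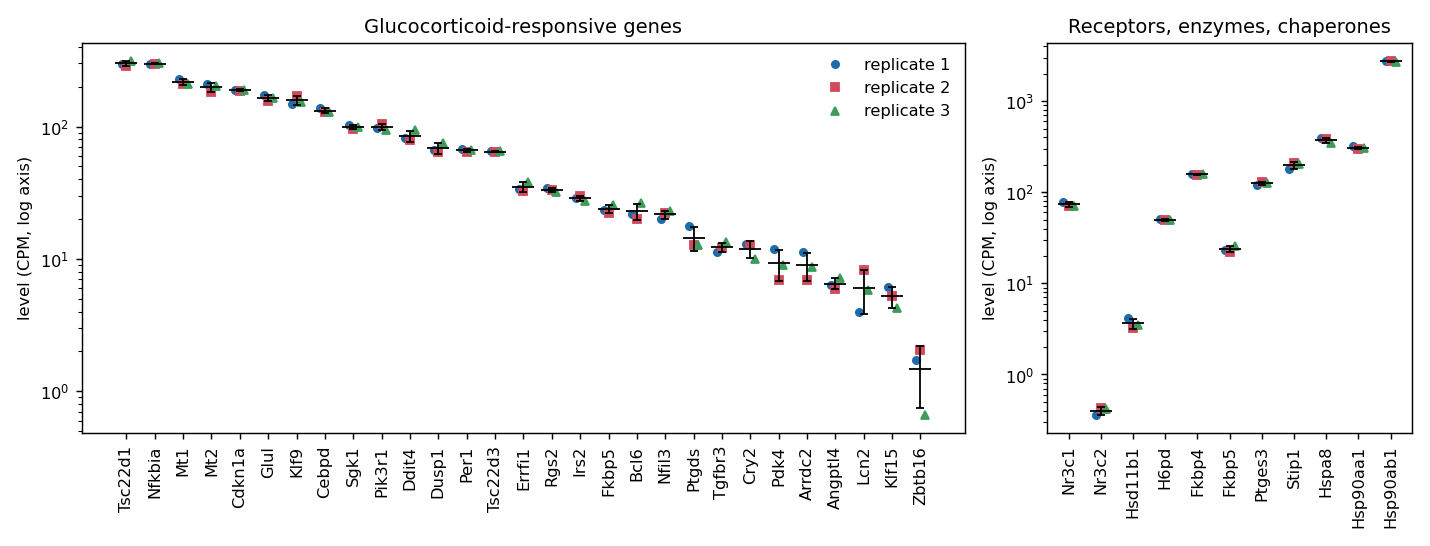
Levels of the 29 glucocorticoid-responsive genes with a mean of at least 1 CPM (left) and of genes for receptors, steroid-converting enzymes and chaperones (right), in CPM on log axes. Symbols are the 3 libraries and black bars the mean ± SD. Levels run from 299.8 CPM for Tsc22d1 to 1.47 CPM for Zbtb16, and Nr3c2 lies at 0.402 CPM against 73.5 CPM for Nr3c1.

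The spread of the glucocorticoid-responsive genes between libraries was close to that of genes of similar level. Their median SD of log2(CPM + 1) was 0.11, at the 75.0th percentile of 10000 random lists matched on expression. It stayed below the 95th percentile under every alternative tried, from 31.98 with members of at least 10 CPM to 85.4 without replicate 1. The immediate early genes, which respond within minutes to medium changes and other stimuli, summed to 5030.0 ± 342 CPM, with Ccn2 (2398 ± 200 CPM), Ccn1 (733 ± 90.7 CPM) and Klf6 (314 ± 8.84 CPM) highest. Their median SD was 0.12 and lay at the 97.9th percentile. It fell to the 94.5th percentile with members of at least 10 CPM, to 93.7 without replicate 1, to 94.3 without replicate 2 and to 72.9 without replicate 3, so the higher spread of this list did not hold in any pair of libraries. Of 16 lists with a spread, 3 lay above the 95th percentile, where 0.8 would be expected if the members of a list varied independently. Members that vary together between libraries would make such a percentile more frequent, and this was not tested. The other 2 were the cardiomyocyte list at 99.92 and the endothelial list at 99.2. The cardiomyocyte list fell below the 95th percentile under total-count scaling (90.1), without replicate 1 (93.0) and without replicate 2 (89.8). The endothelial list fell below it without replicate 1 (47.8), replicate 2 (40.3) or replicate 3 (87.2).

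The 25 cardiomyocyte genes summed to 71085 ± 1180 CPM, or 7.11% of the scaled counts, with Nppa, Tpm1 and Myl3 highest. The 14 fibroblast genes summed to 8309 ± 340 CPM, led by Sparc (3172 ± 102 CPM), Col1a1 (1422 ± 64.1 CPM) and Col1a2 (1169 ± 113 CPM), and to 5137 CPM without Sparc. The 9 mural genes summed to 4012 ± 127 CPM, of which Acta2 made up 89.1%, followed by Tagln (180 ± 14.9 CPM) and Mylk (78.7 ± 3.47 CPM). The 12 endothelial genes summed to 1565 ± 43.1 CPM, led by Eng (411 ± 18.3 CPM), Pecam1 (310 ± 12.8 CPM) and Egfl7 (249 ± 16.6 CPM). The epicardial list was at 74.5 ± 3.65 CPM, with Krt18, Krt19 and Upk3b highest. The glial and neuronal list was at 39.6 ± 3.53 CPM, with Tubb3 making up 73.4%. The leukocyte list was at 16.4 ± 4.58 CPM, with Lyz2 making up 72.5% and Csf1r at 1.06 ± 0.343 CPM, and 21.9% of the Lyz2 3′ end was found in Lyz1. The erythroid list was at 1.67 ± 0.439 CPM. Its level is uncertain, since much of the 3′ ends of its globin genes was found in other transcripts. The shared part was 67.9% for Hbb-bs, 36.3% for Hbb-bt, 82.0% for Hba-a1 and 77.6% for Hba-a2. These sums are levels of listed transcripts and not fractions of cells.

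**Figure D3:**
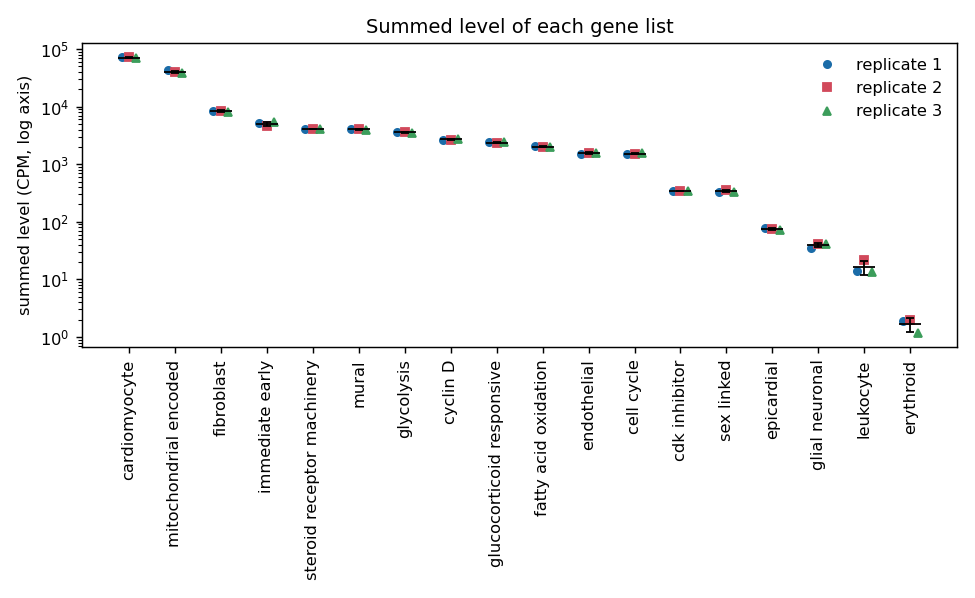
Summed level of each of the 18 gene lists in CPM on a log axis, with the 3 libraries as symbols and the mean ± SD as black bars. The lists run from 71085 CPM for cardiomyocyte genes to 1.67 CPM for erythroid genes.

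Within the libraries, log2 ratios between related contractile and cardiac genes were compared. Myh6 exceeded Myh7 by 3.40 ± 0.43, with 3.05, 3.88 and 3.27 in replicates 1, 2 and 3. These values carry an uncertainty beyond the SD, since 19.9% of the Myh6 and 24.1% of the Myh7 3′ end matched other transcripts, mainly each other. Nppa exceeded Nppb by 7.04 ± 0.39, Actc1 exceeded Acta1 by 5.16 ± 0.02 and Tnni3 exceeded Tnni1 by 1.53 ± 0.09. Each of these differences had the same direction in 3 of 3 libraries. Myl2 and Myl7 were nearly equal, with a mean log2 ratio of 0.02 ± 0.02 that changed sign in replicate 3 (exact sign-flip p 0.5). Of the 10 pairs with a ratio, 9 had the same direction in 3 of 3 libraries, each with the smallest exact sign-flip p of 0.25. Within single libraries, 29 of 30 exact two-sided binomial tests of equal counts passed an adjusted p of 0.05. Those tests compare counts within 1 library and do not measure agreement between cultures. They also assume counting noise alone, while the median index of dispersion was 25.6 for genes with over 10000 counts. The passes of Myl2 against Myl7 in replicates 1 and 2, at log2 ratios of 0.03, may therefore not hold.

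The 24 cell cycle genes summed to 1521 ± 41.9 CPM, with Cdk1 (257 ± 19.2 CPM), Top2a (168 ± 7.68 CPM) and Cdc20 (147 ± 5.1 CPM) highest. The 3 D-type cyclins summed to 2692 ± 56.7 CPM, with Ccnd2 at 1835 ± 9.73 CPM, Ccnd1 at 484 ± 43.0 CPM and Ccnd3 at 374 ± 7.5 CPM. Ccnd2 exceeded Ccnd1 by 1.93 ± 0.12 on the log2 scale in 3 of 3 libraries. An antisense gene covers 33.3% of the Ccnd1 3′ end. The 7 inhibitors of cyclin-dependent kinases summed to 343 ± 3.13 CPM, led by Cdkn1a (189 ± 1.99 CPM), Cdkn2d (70.5 ± 3.68 CPM) and Cdkn1c (35.9 ± 4.25 CPM).

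The 19 glycolysis genes summed to 3559 ± 115 CPM, with Eno3 (549 ± 7.03 CPM), Aldoa (451 ± 18.5 CPM) and Ldha (427 ± 27.3 CPM) highest. Of the Aldoa and Ldha 3′ ends, 18.7% and 14.7% were found in other transcripts. Pkm, named after its value was seen, was at 423 ± 24.1 CPM with 34.8% of its 3′ end shared. The levels of Aldoa, Ldha and Pkm and their order are therefore uncertain. The levels of Gapdh (89.7 ± 6.03 CPM) and Eno1 (25.2 ± 0.791 CPM), both named after their values were seen, are uncertain, since 51.4% and 50.3% of their 3′ ends were found in other transcripts. The shared part was 46.5% for Pgk1, 39.3% for Pgam1 and 30.8% for Gpi1, which were also named after their values were seen. The sum of the list and the place of Eno3 as its highest gene are uncertain for the same reason. The insulin-regulated glucose transporter gene Slc2a4 exceeded Slc2a1 by 1.29 ± 0.20 on the log2 scale. The 16 fatty acid oxidation genes summed to 2026 ± 38.0 CPM, with Fabp3 (526 ± 3.69 CPM), Acaa2 (296 ± 11.2 CPM) and Hadha (270 ± 3.65 CPM) highest. Cpt1b had 0 counts in each library. In GENCODE M21, 88.1% of its 3′ end was found in transcripts of the overlapping gene Gm44502, which was not among the gene identifiers used here. If Gm44502 was also absent from the annotation behind the counts, this overlap would not explain the 0. The cause of the 0 is unknown, so it was not read as a level and no ratio to Cpt1a was taken. The 15 mitochondrially encoded genes summed to 40557 ± 1798 CPM, with mt-Rnr2, mt-Cytb and mt-Rnr1 highest. For mt-Co2, mt-Co3, mt-Atp6, mt-Atp8 and mt-Nd4l, which were named after their values were seen, 0 counts were recorded in each library. In mt-Co2, mt-Co3, mt-Atp6 and mt-Nd4l, 98.8% to 100% of the 3′ end was found in other transcripts. Those 0 values were therefore not read as levels. The sum may be an underestimate, and the order covers only what was counted. Sharing alone does not decide a level, since mt-Co1 was 100% shared at 1064 CPM and mt-Atp8 was not shared.

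The 6 sex-linked genes summed to 341 ± 15.5 CPM, of which Xist made up 90.9%. Xist had 6715, 6092 and 6512 counts in replicates 1, 2 and 3. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 694, 583 and 653 counts, a ratio to Xist of 0.0998 ± 0.00385. Both were above the floor of 3 counts in each library.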

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

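The tests on the variance of low counts were chosen after the result was seen.

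Spike-in RNAs, which were left out of the gene levels except as 1 alternative scaling, made up 2.03% of all counts (2.032% ± 0.117, SD, n = 3), far above the 3 counts that a count of 0 allows. They drew attention because they form a second set of RNAs in the same tables whose amounts do not come from the cells. The share was 2.15%, 2.02% and 1.92% in replicates 1, 2 and 3, and the ratio of ERCC to SIRV counts was 1.12 ± 0.0263. Of the 99 spike-in entries, 14 had 0 counts in each library. Their presence is a step of library preparation and not a property of the cells, and the design names no biological difference between the libraries that could bear on it, so no biological explanation was tested. The labels give no amounts, so the shares were not converted into RNA content. Without a step that removes PCR duplicates, amplified copies of single molecules may add variance in proportion to the mean count. The median index of genes in the upper range below 1000 counts was 1.2 times that of genes with 10 to 32 counts, close to level, where extra variation proportional to the level would have raised it more than 10-fold. Differences between the cultures as the whole cause are argued against by the spike-in RNAs of 10 to 1000 counts, whose median index of 5.235 was as large as that of genes of the same range, 3.48. The index of a spike-in RNA was taken against the library's total spike-in count, so a different amount of the whole spike-in set in a library does not enter it. Amplification and other steps of library preparation both stay open as candidate causes, and differences between the cultures remain open as a part of the variance of genes.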

How the results depend on the processing

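No result reversed under any alternative tried. The 10 gene pair ratios, and the 18 summed levels under DESeq2 size factors, total counts and spike-in scaling, moved by less than the spread between replicates. For the summed levels this was set by construction. These scalings shift size between libraries but leave the average library size nearly unchanged, so the mean level of a list could hardly move. The summed levels of single libraries could have changed and were not compared. The absence of moves under these scalings therefore shows little. The mean number of genes detected fell from 18940.7 to 14406 with a minimum of 10 counts, by far more than the SD of 255 between libraries, and was 18823 after thinning. The alternatives with spike-in scaling, library sizes without Gm42418 and raised variance were chosen after seeing the data.

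The lowest Pearson coefficient of the 3 pairs of libraries was 0.989 as reported, 0.993 with no filter, 0.991 with a mean of at least 10 CPM, and 0.984 with a pseudocount of 0.1. Leaving out one replicate leaves a single pair, whose coefficient was between 0.9894 and 0.9906. The BCV was 0.128 with no filter, 0.0806 with a mean of at least 10 CPM, and 0.104 to 0.117 across the fits that left out one replicate. The shift with the filter follows from which genes enter, since low genes carry more relative variation. It stayed within the spread between replicates under the other scalings.

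The count of genes varying beyond counting noise lay between 6273 and 9036 under the other scalings and filters and under thinning. It fell to between 4132 and 4777 across the fits that left out one replicate, each of which compares 2 libraries in place of 3. It fell to 29 with the variance raised to that of genes of similar count, which removes the excess that most genes share. The figure of 7505 therefore rests on the assumption of Poisson noise.

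The summed levels of lists changed in ways set by the construction of the alternatives. Without Gm42418 in the library size, levels rose by 8.43% on average (0.12 on the log2 scale) and 15 of 18 lists moved by more than their SD, to 77077 (cardiomyocyte), 9009 (fibroblast), 1697 (endothelial), 4351 (mural), 80.7 (epicardial), 4395 (steroid receptor machinery), 2580.3 (glucocorticoid-responsive), 5454 (immediate early), 1649 (cell cycle), 2919 (D-type cyclin), 372 (kinase inhibitor), 3859 (glycolysis), 2197 (fatty acid oxidation), 43971 (mitochondrially encoded) and 369.6 (sex-linked) CPM. Without mitochondrially encoded genes in the library size, 11 of 17 lists moved, to 74091 (cardiomyocyte), 8661 (fibroblast), 1631 (endothelial), 4182 (mural), 4225 (steroid receptor machinery), 2480.3 (glucocorticoid-responsive), 1585 (cell cycle), 2805 (D-type cyclin), 358 (kinase inhibitor), 3709.6 (glycolysis) and 2112 (fatty acid oxidation) CPM. Without its most abundant member each of the 18 lists moved, to 58214 (cardiomyocyte), 5137 (fibroblast), 1154 (endothelial), 437 (mural), 4.51 (leukocyte), 0.451 (erythroid), 30.2 (epicardial), 10.5 (glial and neuronal), 1313 (steroid receptor machinery), 2079.9 (glucocorticoid-responsive), 2632 (immediate early), 1264 (cell cycle), 857 (D-type cyclin), 154 (kinase inhibitor), 3009.9 (glycolysis), 1500.0 (fatty acid oxidation), 23229.6 (mitochondrially encoded) and 31 (sex-linked) CPM. Among the fits that left out one replicate, only the kinase inhibitor list without replicate 3 moved by more than its SD, to 339 CPM. It was at 345 CPM without replicate 1 and 346 CPM without replicate 2. Dropping 1 of 3 values cannot by itself shift their mean by their SD. A list could therefore move only through re-estimated library sizes, and the absence of other moves shows little.

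The percentile of spread changed its side of 95 for 7 lists. Under total counts the cardiomyocyte list fell to 90.1 and the cell cycle list rose to 96.7. With members of at least 10 CPM, which could be computed for 13 of 16 lists, the immediate early list fell to 94.5. Across the fits that left out one replicate, the ranges were 89.8 to 98 for the cardiomyocyte list, 40.3 to 87.2 for the endothelial list, 72.9 to 94.3 for the immediate early list, 28 to 96.9 for the mural list, 68.1 to 98.9 for the cell cycle list, 33.3 to 98.1 for the glycolysis list and 33.3 to 97.7 for the mitochondrially encoded list. The cause was not tested. The median percentile rank of the glucocorticoid-responsive genes was 78.8 when all genes with a count were ranked, where more low genes enter below them. Fam107a, at 0.104 CPM, then also joins the list, so this value covers 30 genes in place of 29.

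Depth limits the genes near the floor most. Nr3c2, with 8 or 9 counts in each library, and Hsd11b2, with 0, are measured far less closely than Nr3c1, and thinning the libraries to a common depth gave 7038 genes varying beyond counting noise.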

Other observations

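The tests on the spread of the glucocorticoid-responsive and immediate early genes, on sex-linked genes and on cell type lists were set before the data were examined. All other tests in this part were chosen after the result was seen.

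S100a8 and S100a9 were together at 27.5, 116.9 and 41.0 CPM in replicates 1, 2 and 3. The tables argue against scaling between libraries, since the fold of replicate 2 over the mean of the other libraries was at least 3.349 under 5 scalings. They argue against reads shared between the 2 genes, as 0% of either 3′ end was found in another transcript. For a contribution from neutrophils, a list of 14 other neutrophil transcripts was written after S100a8 and S100a9 had been seen but before the values of its own genes were looked at. None of the 14 is a member of the other lists. The list summed to 7.41, 42.7 and 13.5 CPM, 3.165-fold higher in replicate 2 than in the next library, and in replicate 2 it reached 36.5% of the level of S100a8 and S100a9. Of its 10 genes above the floor in any library, 8 were highest in replicate 2 (exact one-sided binomial p 0.0034), which argues against amplification and counting noise acting on each gene separately. This count was set as the test of noise after the values of the list had been seen. It includes Retnlg, whose 6, 6 and 2 counts tie between replicates 1 and 2 before scaling. With Retnlg not counted, 7 of 10 were highest in replicate 2 (exact one-sided binomial p 0.0197). Ngp was at 1.82, 20.2 and 3.89 CPM, Camp at 2.35, 8.21 and 2.53 CPM, and Ltf at 0.931, 6.76 and 1.31 CPM. Some members were not clearly raised. Mpo was highest in replicate 3, with 0.532, 0.375 and 2.15 CPM, as was Mmp9, Retnlg was at 0.266, 0.322 and 0.0937 CPM, and 2 genes, Csf3r and Cxcr2, had 0 counts. Lyz2, which other leukocytes also express, was at 11.2, 16.9 and 7.49 CPM. A candidate explanation is that RNA from a few neutrophils or their precursors remained in the culture of replicate 2. It stays a hypothesis, since it was found and tested on the same libraries and some abundant neutrophil transcripts were not raised.

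Gm42418 held more counts than any other gene. All 3 of the short 18S ribosomal RNA sequences searched, which were standard primer sequences written down from memory, occurred in its annotated transcript, so its counts may come from ribosomal RNA. The antisense ribosomal RNA gene CT010467.1 at the same place holds them in the opposite orientation and had 0 counts in each library, as had the antisense AY036118. The counts would then depend on how much ribosomal RNA was primed in each library, and no biological explanation was tested.

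Several mitochondrially encoded genes were at or near 0 beside others among the most abundant genes. Of 6 such genes with at least 50% of the 3′ end found in another annotated transcript, 5 had a level under 2 CPM, against 1 of 9 other genes (two-sided Fisher's exact p 0.0110). Both limits were set after the sharing and the levels had been seen. This is consistent with reads that match several genes having been left uncounted, but there were exceptions. For mt-Nd3, 1 of the 5 low genes, 98.8% of the 3′ end was found in Gm28438, which had 1401, 998 and 1201 counts (57.3 CPM), so its shared reads may have been counted under that gene instead. For mt-Co1, 100% of the 3′ end was shared and the level was 1064 CPM, while mt-Atp8 was not shared by that measure and had 0 counts. The same explanation for low levels of ribosomal protein genes was not decided. Across 82 genes, Spearman's rho between level and shared percentage on both strands was -0.2013 (permutation p 0.0708). It was -0.229 on the sense strand alone (permutation p 0.0393), and -0.433 after 6 paralogs with names ending in a form of like were also left out (permutation p 0.00012, 76 genes). That exclusion was chosen after their levels had been seen. These are 3 versions of 1 relation, the first of which was the test set down, and genes are not independent replicates. Over 3 versions, the Benjamini-Hochberg adjusted values are 0.0708, 0.0590 and 0.00036. Levels of genes with shared 3′ ends could thus be underestimates, which the authors' unstated treatment of such reads would decide.

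Variation in hormone exposure between the cultures was examined through the glucocorticoid-responsive genes. Their spread lay at the percentile 74.98 of matched lists, under 95 under the alternatives tried. This leaves variation in exposure open, because no listed gene is known from these libraries to respond to the hormone and a few early responders would hardly move a median over 29 genes. Variation in handling around the medium change and harvest was examined in the same way through the immediate early genes. Their percentile was 97.86, above 95 under the scalings and the other pseudocount. It fell to 94.5 with members of at least 10 CPM, and to between 72.9 and 94.3 when a replicate was left out. Handling and other differences between libraries cannot be told apart here, because 3 libraries without recorded handling times leave no value that decides, and 3 of 16 lists passed 95.

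Xist and Y-linked transcripts were both present in each library, with at least 583 summed Y-linked counts. This is consistent with each library pooling cells of male and female pups, which the labels do not state. The ratio of Y-linked to Xist level was 0.0998 ± 0.00385 (SD, n = 3).

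A different share of all non-myocyte cells would raise the lists of the other cell types together. The ratio of endothelial to fibroblast level was 0.178, 0.186 and 0.202 in replicates 1, 2 and 3. It was 1.133-fold higher in replicate 3 than in replicate 1, the most distant pair of the 3 libraries. Its 95% interval ran from 1.013 to 1.268, with counting error widened for each gene by the mean index of genes of its range of counts and with allowance for the choice of the most distant pair. This error was computed anew after the result was seen and treats genes as independent. Without Sparc the fold was 1.146. Of the 12 endothelial genes 10 were higher in replicate 3 than in replicate 1, and of the 14 fibroblast genes 5 were. A few abundant genes decide the sums, members of each list went both ways and the interval nearly reaches 1. A different share of all non-myocyte cells and changes in single cell types or their transcripts therefore cannot be told apart here.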
